# The Role of T cell PPAR γ in mice with experimental inflammatory bowel disease

**DOI:** 10.1186/1471-230X-10-60

**Published:** 2010-06-10

**Authors:** Amir J Guri, Saroj K Mohapatra, William T Horne, Raquel Hontecillas, Josep Bassaganya-Riera

## Abstract

**Background:**

Peroxisome proliferator-activated receptor γ (PPAR γ) is a nuclear receptor whose activation has been shown to modulate macrophage and T cell-mediated inflammation. The objective of this study was to investigate the mechanisms by which the deletion of PPAR γ in T cells modulates immune cell distribution and colonic gene expression and the severity of experimental IBD.

**Methods:**

PPAR γ flfl; CD4 Cre^+ ^(CD4cre) or Cre- (WT) mice were challenged with 2.5% dextran sodium sulfate in their drinking water for 0, 2, or 7 days. Mice were scored on disease severity both clinically and histopathologically. Flow cytometry was used to assess lymphocyte and macrophage populations in the blood, spleen, and mesenteric lymph nodes (MLN). Global gene expression in colonic mucosa was profiled using Affymetrix microarrays.

**Results:**

The deficiency of PPAR γ in T cells accelerated the onset of disease and body weight loss. Examination of colon histopathology revealed significantly greater epithelial erosion, leukocyte infiltration, and mucosal thickening in the CD4cre mice on day 7. CD4cre mice had more CD8^+ ^T cells than WT mice and fewer CD4^+^FoxP3^+ ^regulatory T cells (Treg) and IL10^+^CD4^+ ^T cells in blood and MLN, respectively. Transcriptomic profiling revealed around 3000 genes being transcriptionally altered as a result of DSS challenge in CD4cre mice. These included up-regulated mRNA expression of adhesion molecules, proinflammatory cytokines interleukin-6 (IL-6) and IL-1β, and suppressor of cytokine signaling 3 (SOCS-3) on day 7. Gene set enrichment analysis (GSEA) showed that the ribosome and Krebs cycle pathways were downregulated while the apoptosis pathway was upregulated in colons of mice lacking PPAR γ in T cells.

**Conclusions:**

The expression of PPAR γ in T cells is involved in preventing gut inflammation by regulating colonic expression of adhesion molecules and inflammatory mediators at later stages of disease while favoring the recruitment of Treg to the mucosal inductive sites.

## Background

Inflammatory bowel disease (IBD), with its two clinical manifestations Crohn's Disease (CD) and Ulcerative Colitis (UC), is a widespread and debilitating disease characterized by inflammation and immune cell infiltration and immune-mediated destruction of the gastrointestinal tract [1]. Activation of the nuclear receptor peroxisome proliferator-activated receptor γ (PPAR γ) has demonstrated efficacy in reducing the severity of IBD by suppressing excessive immunoinflammatory responses [2-4]. In the gut, PPAR γ is highly expressed in epithelial cells, macrophages, and T-cells [5], and its activation has been shown to repress nuclear factor-κB (NF-κB)-mediated inflammation and promote a regulatory, anti-inflammatory phenotype [2,6,7].

Our laboratory has shown that the deficiency of PPAR γ in hematopoietic and epithelial cells significantly impairs the ability of a naturally occurring PPAR γ ligand, conjugated linoleic acid, to improve inflammatory bowel disease [2,8,9], or inflammation-driven colorectal cancer [10]. However, it remains unclear how these effects are mediated through macrophages, T cells, epithelial cells, or a combination of cells in the intestinal lamina propria, mesenteric lymph nodes (MLN) and circulating lymphocytes. The role of PPAR γ in epithelial cells was examined by Adachi et al, who found that the deficiency of PPAR γ resulted in significantly worsened disease activity and enhanced levels of pro-inflammatory cytokines interleukin 6 (IL-6) and IL-1β following DSS-induced colitis [11]. Mohapatra et al also demonstrated that mice lacking PPAR γ in intestinal epithelial cells show upregulated expression of genes in the lysosomal pathway [12]. Shah and others demonstrated that the deficiency PPAR γ in macrophages also worsens DSS colitis [13]. However, the importance of T cell PPAR γ in the pathogenesis of IBD is less understood.

The DSS colitis model targets initially epithelial cells and macrophages, but there is a definite T cell involvement at later stages of disease [14]. Regulatory T cell (Treg) PPARγ is involved in maintaining homeostasis at the gastrointestinal tract [15,16] and preventing chronic CD4^+ ^T cell-induced colitis [17]. Thus, Treg represent an important target of endogenous and exogenous PPAR γ ligands. The objective of this study was to perform a comprehensive time course analysis of the effect of T cell-specific deletion of PPAR γ on the development of experimental IBD by using a systems approach aimed at examining immune cell distribution, global colonic gene expression and gut immunopathology.

## Methods

### Animal Procedures

PPAR γ flfl; CD4Cre^+ ^(CD4cre, n = 34) and Cre-wild-type mice (WT, n = 34) in C57BL/6J background were used for these experiments. The CD4cre mice (kindly provided by Dr. R.B. Clark, University of Connecticut) express a transgenic recombinase under the control of the CD4-Cre promoter [18]. Since all T cell precursors express the CD4 co-receptor at the thymic level (during the double-positive thymocyte stage), the PPAR γ gene is deleted from both CD4^+ ^and CD8^+ ^T cells. The mice were housed at the animal facilities at Virginia Polytechnic Institute and State University in a room maintained at 75°F, with a 12:12 h light-dark cycle starting from 6:00 AM. All experimental procedures were approved by the Institutional Animal Care and Use Committee of Virginia Polytechnic Institute and State University and met or exceeded requirements of the Public Health Service/National Institutes of Health and the Animal Welfare Act. Mice were challenged with 2.5% dextran sodium sulfate (DSS), 36,000-44,000 molecular weight (ICN Biomedicals, Aurora, OH) in the drinking water. After the DSS challenge mice were weighed on a daily basis and examined for clinical signs of disease associated with colitis (i.e., perianal soiling, rectal bleeding, diarrhea, and piloerection). For the DSS challenge, the disease activity indices and rectal bleeding scores were calculated using a modification of a previously published compounded clinical score [2]. Briefly, disease activity index consisted of a scoring for diarrhea and lethargy (0-3), whereas rectal bleeding consisted of a visual observation of blood in feces and the perianal area (0-4). Mice in the DSS study were euthanized on days 0, 2, and 7 of the DSS challenge by carbon dioxide narcosis followed by secondary thoracotomy and blood was withdrawn from the heart. Spleen and mesenteric lymph nodes (MLN) were scored based on size and macroscopic inflammatory lesions (0-3), excised, and single-cell suspensions were prepared as previously described [17] for flow cytometry.

### Histopathology

Colonic sections were fixed in 10% buffered neutral formalin, later embedded in paraffin, and then sectioned (5 μm) and stained with hematoxylin and eosin (H&E) for examination of microscopic lesions and changes in the mucosal architecture. Colons were graded with a compounded histologic score including the extent of (1) leukocyte infiltration, (2) mucosal thickening, and (3) epithelial cell erosion. The sections were graded with a score of 0-4 for each of the previous categories and data were analyzed as a normalized compounded score. Five fields per tissue and 11 mice per time point were examined.

### Immunophenotyping of blood, spleen, and mesenteric lymph nodes

MLN and spleen-derived cells or whole blood were seeded onto 96-well plates, centrifuged at 4°C at 3000 rpm for 4 minutes, and washed with PBS containing 5% serum and 0.09% sodium azide (FACS buffer). To assess differential monocyte/macrophage subsets, the cells were then incubated in the dark at 4°C for 20 minutes in FcBlock (20 μg/ml; BD Pharmingen), and then for an additional 20 minutes with fluorochrome-conjugated primary antibodies anti-F4/80-PE-Cy5 (5 μg/mL, ebioscience) and anti-CD11b-Alexa Fluor 700 (2 μg/mL, eBioscience). For lymphocyte subset assessment, cells were incubated with anti-CD4-Alexa Fluor 700 (2 μg/mL; BD Pharmingen), anti-CD8-PerCp-Cy5.5 (2 μg/mL, eBioscience), CD3 PE-Cy5 (2 μg/mL; BD Pharmingen), anti-FoxP3-PE (2 μg/mL, eBioscience), and anti-IL10-PE as previously shown [19]. Flow results were computed with a BD LSR II flow cytometer and data analyses was performed with FACS Diva software (BD).

### Microarray data analysis

After homogenization of tissue, total RNA was extracted and purified using the RNAeasy system according to manufacturer's instructions (Qiagen Valencia, CA). The QIAGEN RNase-free DNase supplement kit was used to ensure that the RNA was free from DNA contamination. RNA was then processed and labeled according to the standard target labeling protocols and the samples were hybridized, stained, and scanned per standard Affymetrix protocols at VBI core laboratory on Mouse 430 2.0 expression arrays (Affymetrix Inc., Santa Clara, CA). All statistical analysis of the data was performed within R statistical environment - Version 2.9.0 [20] using Bioconductor packages [21]. Raw microarray data from CEL files were read with 'affy' package [22] and pre-processed by gcRMA algorithm (GC Robust Multiarray Average) that performs the three steps: (i) adjustment of the gene expression signal against the background caused by optical noise and non-specific binding, (ii) robust multi-array normalization [23], and (iii) summarization of the probes belonging to each probe set. The microarray data (both raw and normalized) have been submitted at the Gene Expression Omnibus. (GEO, http://www.ncbi.nlm.nih.gov/geo/, Data set: GSE20523).

### Gene Set Enrichment Analysis

All pathways listed at Kyoto Encyclopedia for Genes and Genomes (Kyoto Encyclopedia of Genes and Genomes) [24] were selected for analysis. Two approaches were taken to find the KEGG pathways significantly affected by DSS in CD4cre mice. In the first approach, a global search was conducted to find the KEGG pathway most significantly affected under the condition. The degree of differential regulation of a pathway in CD4cre (compared to wild-type) mice after 7 days of DSS treatment was derived from a collective differential regulation of the member genes in that pathway, as described earlier [25]. Briefly, each KEGG pathway was assigned a score depending on its degree and direction of modulation, which represented changes in collective gene expression across most genes in each pathway. Normal-normal plot (QQ-plot) and permutation testing were conducted to find the pathway with a value significantly different from the rest of the pathways. In the second approach, the genes differentially expressed on day 7 of DSS treatment, as derived from pair-wise gene-level comparison between day 7 post-DSS and no DSS in CD4cre mice, were selected for exploring which KEGG pathways were over-represented in this collection of genes. These included both up-and down-regulated genes due to DSS. None of these genes were differentially expressed in the wild-type mice at corresponding time point (i.e., day 7) of DSS treatment. Hypergeometric testing was performed on this collection of genes to discover the over-represented KEGG pathways. This procedure used Fisher's exact test to find association between interesting genes (differentially expressed at day 7 in CD4cre mice) and membership to a KEGG pathway. Results from both approaches were combined to list the KEGG pathways that are significantly modulated by DSS on day 7 in CD4cre mice.

### KEGG pathway visualization

KEGG pathways found to be significantly associated with DSS on day 7 in CD4cre mice were accessed using the bioconductor package KEGGSOAP. Specific gene nodes on each pathway were 'colored' according to the direction of differential expression of that gene in CD4cre mice on day 7 of DSS treatment: red if up-regulated, green if down-regulated.

### Quantitative Real-Time RT-PCR

To validate microarray results we used quantitative, real-time, RT-PCR. Total RNA (1 μg) from colons was used to generate a complementary DNA (cDNA) template using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA) using previously described conditions [2]. Each gene amplicon was purified with the MiniElute PCR Purification Kit (Qiagen) and quantitated on an agarose gel by using a DNA mass ladder (Promega). These purified amplicons were used to optimize real-time PCR conditions and to generate standard curves in the real-time PCR assay. Primer concentrations and annealing temperatures were optimized for the iCycler iQ system (Bio-Rad) for each set of primers using the system's gradient protocol. PCR efficiencies were maintained between 92 and 105% and correlation coefficients above 0.98 for each primer set during optimization and also during the real-time PCR of sample DNA.

Complementary DNA (cDNA) concentrations for genes of interest were examined by real-time quantitative PCR using an iCycler IQ System and the iQ SYBR green supermix (Bio-Rad). A standard curve was generated for each gene using 10-fold dilutions of purified amplicons starting at 5 pg of cDNA and used later to calculate the starting amount of target cDNA in the unknown samples. SYBR green I is a general double-stranded DNA intercalating dye and may therefore detect nonspecific products and primer/dimers in addition to the amplicon of interest. In order to determine the number of products synthesized during the real-time PCR, a melting curve analysis was performed on each product. Real-time PCR was used to measure the starting amount of nucleic acid of each unknown sample of cDNA on the same 96-well plate.

### Statistics

Flow cytometry, disease activity, pathology and real-time RT-PCR data were analyzed as a completely randomized design. To determine the statistical significance of the model, analysis of variance (ANOVA) was performed using the general linear model procedure of Statistical Analysis Software (SAS), and probability value (*P*) < 0.05 was considered to be significant. When the model was significant, ANOVA was followed by Fisher's Protected Least Significant Difference multiple comparison method. Statistical analysis for microarray analyses was performed using the software package "limma" [26], for pairwise comparisons (Day 2 post-DSS Vs. no DSS, Day 7 post-DSS Vs. no DSS). P-values for the comparisons of interest were obtained using empirical Bayes method [27] and adjusting for multiple testing [28]. Venn Diagrams were drawn to show the number of genes differentially expressed due to DSS challenge at different time points (days 2 or 7), in different mouse strains (WT or CD4cre) and the genes commonly induced in both strains. A large number of genes found to be differentially expressed on day 7 of DSS challenge in CD4cre mice were further subjected to hypergeometric testing [29] for identifying the enriched KEGG [30] pathways as described in the Gene Set Enrichment Analysis section.

## Results

### The loss of PPAR γ in T cells accelerates the onset of disease activity and body weight loss

WT or CD4cre mice were challenged with 2.5% DSS for 7 days to induce experimental IBD and to determine the effect of T cell-specific deletion of PPAR γ on colitis severity, gene expression and immune cell distribution. Differences between the groups first appeared on day 4 of the challenge, where CD4cre mice had significantly greater body weight loss despite no significant difference in disease activity (Figure 1A and 1B). The differences in body weights were transient however, and by day 7 body weights were relatively equal between groups.

**Figure 1:**
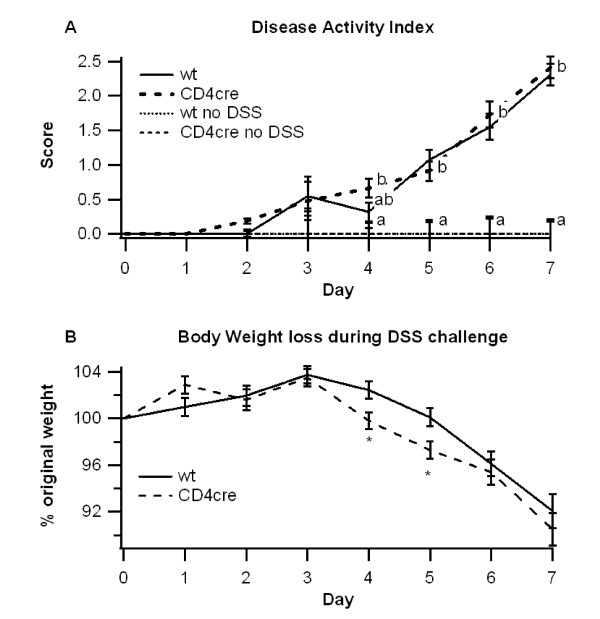
**Effect of T cell-specific PPAR γ deletion on disease severity**. WT or CD4cre mice were treated with 2.5% dextran sodium sulfate (DSS) or water (no DSS) for 7 days. The disease activity index (DAI), a composite score reflecting clinical signs of the disease (i.e. perianal soiling, rectal bleeding, diarrhea, and piloerection) was assessed daily (A) and the average daily loss in body weights (B) throughout the 7 day DSS challenge was calculated. Data are represented as mean ± standard error. Points with different subscripts are significantly different (*P *< 0.05).

To more closely examine the effect of T cell-specific PPAR γ deletion on experimental IBD, colons were histologically examined for the presence of inflammatory lesions and scored (Figure 2). Our analysis indicated that colons recovered from CD4cre mice had significantly more epithelial erosion, leukocyte infiltration, and mucosal thickness on day 7 compared to their WT counterparts. As anticipated from a model that initially targets epithelial cells and macrophages, no histological differences were found between WT and CD4cre mice on day 2. The leukocyte infiltration in the colon was polymorphonuclear and lymphoplasmacytic on day 2, but progressed towards a predominantly lymphoplasmacytic infiltrate on day 7 of DSS colitis.

**Figure 2:**
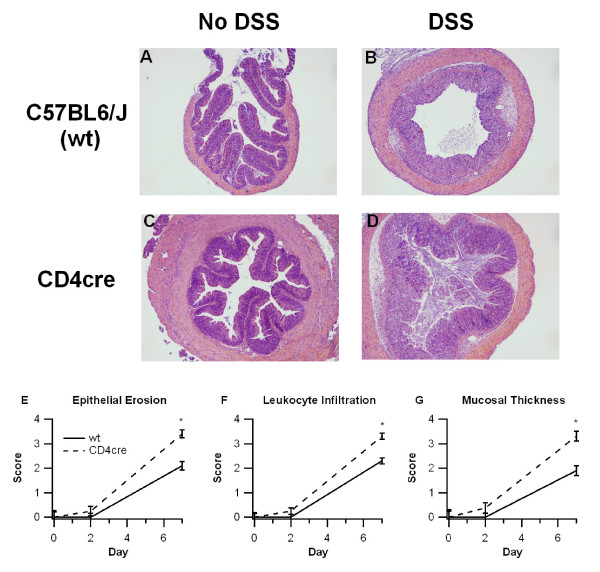
**Effect of T cell-specific PPAR γ deletion on colon histopathology**. WT or CD4cre mice were treated with 2.5% dextran sodium sulfate (DSS) or water (no DSS) for 7 days. Representative photomicrographs (40 ×) from wt, no-DSS (A), wt, DSS (B), CD4cre, no-DSS (C), and CD4cre, DSS (D) groups are depicted. All specimens underwent blinded histological examination and were scored (1-4) on epithelial erosion (E), leukocyte infiltration (F), and mucosal wall thickening (G) on days 0, 2, and 7 of DSS challenge. Data are represented as mean ± standard error. Points with an asterisk are significantly different at a given time point (*P *< 0.05).

### T cell-specific PPAR γ-deficient mice have more CD8^+ ^T cells, and fewer CD4^+ ^T cells and regulatory T cells

We next characterized the effect of T cell-specific PPAR γ deletion on the distribution of immune cell subsets in the blood, spleen, and MLN by using flow cytometry. In these tissues the CD4cre mice showed a consistent increase in the percent of CD8^+ ^T cells and a decrease in the percent of CD4^+ ^T cells (Figure 3). The number of F4/80^+^CD11b^+ ^monocytes/macrophages in these tissues was unaffected by the deletion of PPAR γ in T cells (data not shown).

**Figure 3:**
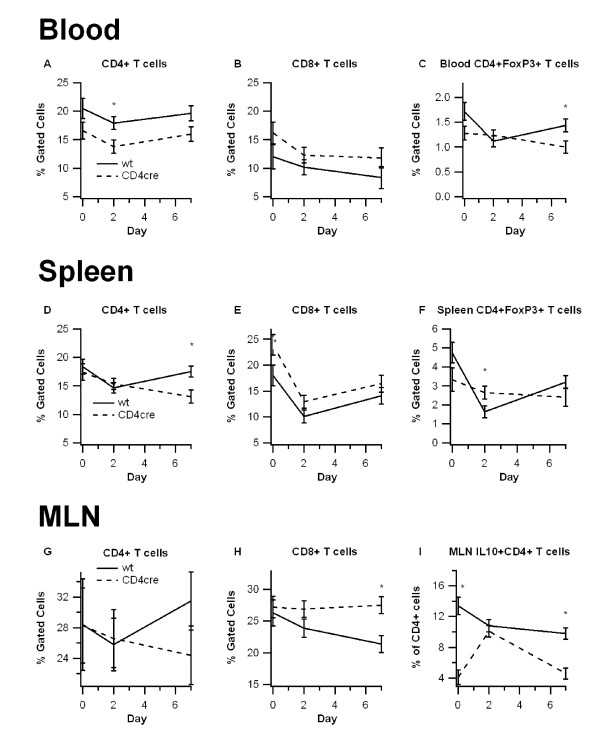
**Effect of T cell-specific PPAR γ deletion on lymphocyte subsets in blood, spleen, and mesenteric lymph nodes (MLN)**. Blood (A-C), spleen (D-E), and MLN (F-H) from wild-type (WT) or PPAR γ flfl; CD4 Cre+ (CD4cre) mice were immunophenotyped with anti-CD3, anti-CD4, anti-CD8 antibodies, anti-F4/80, anti-CD11b, anti-FoxP3, and anti-IL10 to identify immune subsets through flow cytometry. Data were collected on days 0, 2, and 7 of DSS challenge and was analyzed with FACS Diva software. Data are represented as mean ± standard error. Points with an asterisk are significantly different at a given time point (*P *< 0.05).

We also examined the percentages of regulatory T cells and those expressing IL-10 in these tissues. On day 7, blood from WT mice had significantly more CD4^+^FoxP3^+ ^Tregs in comparison to blood from CD4cre mice. While there were no significant differences in the number of CD4^+^FoxP3^+ ^cells in MLN (data not shown), the percent of CD4^+ ^T cells expressing IL-10 was significantly lower in MLN of CD4cre mice in comparison to WT mice (Figure 3). These data suggest that the deficiency of PPAR γ in T cells impairs the Treg-mediated immunoregulation.

### Global gene expression analyses in the colonic mucosa of WT and T cell-specific PPAR γ null mice with DSS colitis

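Colon RNA was hybridized to 17 Mouse 430 2.0 arrays. The paper does not state whether an array held RNA of 1 mouse or of several, and each is read here as 1 mouse. WT and CD4cre mice were sampled on days 0, 2 and 7 of a challenge with 2.5% DSS, which damages the colonic epithelium. Each group held 3 mice, except for WT mice on day 7, of which there were 2. The authors adjusted the signal for background, normalized the arrays together and summarized each probe set with gcRMA, so the values are on the log2 scale, and they ranged from 0.76 to 16.47. A background level of 3.47 was set at the 95th percentile of 152 probe sets for genes of other tissues. Between 48.9% and 50.1% of the 45037 probe sets tested were above it in each sample. The number of arrays limits the precision. The SD between mice of a group, as the root mean square over probe sets above background, ranged from 0.22 in WT to 0.51 in CD4cre mice, both on day 7. limma was fitted with 6 group means over all 17 samples, and a probe set was called at an adjusted p under 0.05 within its comparison. The paper names limma and an adjustment for multiple testing, gives a P under 0.05 in the legends of Fig. 4 and Fig. 5, and gives no threshold for its counts of genes. Lists of genes were fixed before the data were examined and were read with 1 probe set per gene, the one with the highest mean, except in tests of over-representation, where any probe set of a gene counted.
The samples also differed in ways that their groups do not name. Genes of pancreatic digestive enzymes, a list chosen after the data were seen with 14 genes measured, had a median of at least 12.2 in 3 samples and at most 2.69 in the others. The 3 samples were CD4cre day 0 replicate 2, CD4cre day 2 replicate 1 and WT day 2 replicate 2. Hox genes differ in expression along the gut. A position score, the mean of 8 Hox genes of groups 9 to 13 minus that of 8 Hox genes of lower groups, was also chosen after the data were seen. It was at least 1.32 in the 3 WT mice on day 2 and at most 0.40 in the 3 WT mice on day 0. In CD4cre mice on day 7 it was 0.62 in replicate 2 and -1.07 and -1.28 in replicates 1 and 3. This replicate 2 also had lower Pearson correlations with replicates 1 and 3 (0.952 and 0.947) than these had with each other (0.982).

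**Figure D1:**
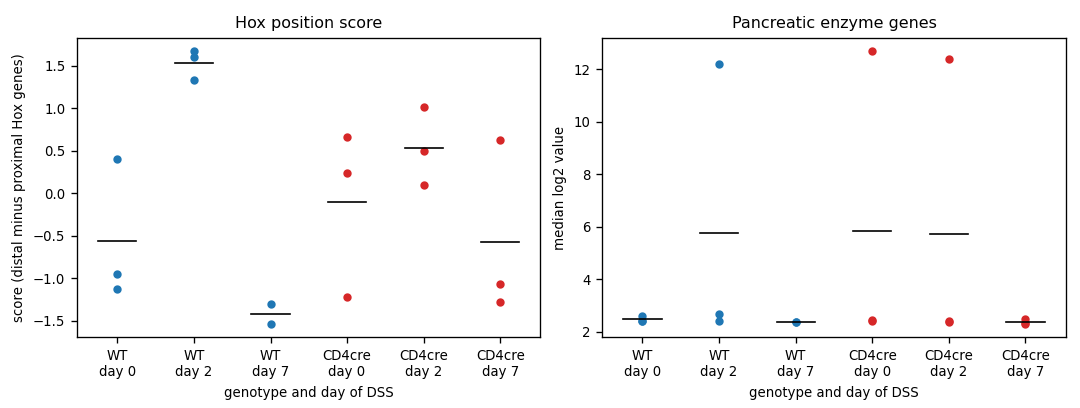
Hox position score (left, log2 units) and median log2 value of the pancreatic enzyme genes (right) in each of the 17 samples by genotype and day of DSS. Points are mice and lines are group means. In 3 samples the pancreatic enzyme genes have a median of at least 12.2.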

Pairwise comparisons revealed a transcriptional effect of DSS in the colonic mucosa at both time points (Day 2 and 7), with some differences between the two mouse strains. On day 2, there were more genes affected in WT (202) compared to only 8 genes in CD4cre mice (Additional file 1: Supplemental Figure S1). However, the number of genes transcriptionally altered was reduced from 200 to 39 in the WT mice on day 7. On the other hand, CD4cre mice revealed a steep rise in the number of genes differentially expressed in the later time point; from 8 on day 2 to 3036 on day 7 (Additional file 2: Supplemental Figure S2). 

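In WT mice on day 2, some genes of dividing cells were lower and some genes of B cells, lymphoid follicles and the clock were higher than on day 0. Cenpf, a protein of the centromere, fell by 2.63 on the log2 scale (SE 0.40, adjusted p = 0.027, n = 3 and 3), and the proliferation marker Mki67 fell by 1.88 (SE 0.34, adjusted p = 0.0424). Of 26 measured genes of proliferation, 4 fell and none rose (21 fell when adjusted over the list alone), with a median log2 fold change of -1.47 (adjusted p = 3.41e-22 from camera, adjusted p = 0.199 with an estimated correlation). In CD4cre mice the mean log2 value of this list was also lower on day 2 (7.01 to 7.64) than on day 0 (7.71 to 8.37), without overlap. Cxcl13, a chemokine that attracts B cells, had a log2 fold change of 2.76 (SE 0.44, adjusted p = 0.0287), and Ms4a1, which encodes the B cell marker CD20, one of 2.71 (SE 0.43, adjusted p = 0.0287). Of 13 measured genes of B cells, 2 rose and none fell (7 rose when adjusted over the list alone; adjusted p = 2.8e-07 from camera, adjusted p = 0.0891 with an estimated correlation). Of 8 measured genes of lymphoid follicles, 3 rose and none fell (6 rose when adjusted over the list alone), and this list passed camera with an estimated correlation as well (adjusted p = 0.0154). Of 16 clock genes, 3 rose and none fell in WT mice (7 rose and 2 fell when adjusted over the list alone; adjusted p = 0.0154 from camera with an estimated correlation). The clock gene Per2 had a log2 fold change of 3.64 (SE 0.32, adjusted p = 0.00245) in WT mice, and Per3 one of 2.93 (SE 0.35, adjusted p = 0.0229) in CD4cre mice. Atp12a, a proton pump of the distal colon, had a log2 fold change of 6.81 (SE 1.19, adjusted p = 0.0376) in WT mice, whose Hox position score was higher on day 2 than on day 0 in every sample.
In all, 202 probe sets were called in WT mice, 113 higher and 89 lower (130 and 153 with median centring), and 8 in CD4cre mice, 5 higher and 3 lower. At an unadjusted p under 0.05 there were 4323 and 2981. The difference of the DSS effects between the genotypes was called for 1 probe set, with 1926 at an unadjusted p under 0.05. Of the 202 probe sets, 83.2% had the same sign in CD4cre mice, against 68.65% of all probe sets, with a median log2 fold change of 0.29 in the direction called, against 1.05 in WT mice. With the position score as a covariate the counts were 5 in WT and 18 in CD4cre mice, the calls of Cenpf, Mki67, Cxcl13, Ms4a1, Per2 and Atp12a in WT mice ended, while their fold changes kept their sign (Per2 at 2.98, Cenpf at -2.61 and Atp12a at 3.41) and the median over the 202 probe sets was 0.82 of 1.05. Without the 3 samples with pancreatic transcripts the counts were 69 and 26, and the median over the 202 probe sets was 1.02 of 1.05. A fit of only the groups compared called 58 and 1. Leaving out 1 sample at a time gave 37 to 675 in WT and 4 to 104 in CD4cre mice, and of the 6 genes named in WT mice only Per2 passed without any 1 sample of the groups compared. The call of Per3 ended in 5 settings in CD4cre mice and in 10 settings in WT mice.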

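In WT mice on day 7, the acute phase gene Serpina3n had a log2 fold change of 3.38 against day 0 (SE 0.49, adjusted p = 0.0335, n = 2 and 3), and the adhesion molecule Vcam1 one of 2.25 (SE 0.32, adjusted p = 0.0335). Zbtb16, a transcription factor, had a log2 fold change of 1.60 (SE 0.19, adjusted p = 0.0109), and Podn, an extracellular matrix protein, fell by 0.53 (SE 0.083, adjusted p = 0.048). Of the lists tested, the one with the lowest p was that of monocyte and macrophage markers, of which 21 were measured, none passed the test alone in limma and the median log2 fold change was 0.75 (adjusted p = 2.15e-07 from camera, adjusted p = 0.616 with an estimated correlation). In all, 34 probe sets were higher and 5 lower, 39 in total, with 4309 at an unadjusted p under 0.05. A fit of only the groups compared called 5, and leaving out replicate 1 or replicate 2 of WT mice on day 7 gave 140 and 228. Of the 4 genes, Zbtb16 passed without any 1 of the 5 samples compared, while 4 of these 5 fits ended the calls of Podn and Serpina3n and 3 that of Vcam1.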

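In CD4cre mice on day 7, most measured markers of monocytes and macrophages rose, and so did some markers of neutrophils and of fibroblasts and matrix, while some genes of crypt stem cells fell. Mmp3, a matrix metalloproteinase, was at least 215-fold higher than on day 0, where it was at background, with a log2 value of 11.21 ± 1.71 (SD, n = 3) on day 7. S100a9, a protein of neutrophils and monocytes, was at least 146-fold higher (adjusted p = 1.91e-05), and Saa3, a serum amyloid, had a log2 fold change of 7.77 (SE 1.09, adjusted p = 0.00236). Of 21 measured markers of monocytes and macrophages, 19 rose and none fell (19 rose when adjusted over the list alone), with a median log2 fold change of 1.96 (adjusted p = 5.73e-24 from camera, adjusted p = 0.0873 with an estimated correlation). Of 17 neutrophil markers, 6 rose and none fell (10 rose when adjusted over the list alone; adjusted p = 1.77e-08 from camera, adjusted p = 0.144 with an estimated correlation). Of 22 measured genes of fibroblasts and matrix, 10 rose and none fell (17 rose when adjusted over the list alone; adjusted p = 9.95e-14 from camera, adjusted p = 0.144 with an estimated correlation). On day 7 the mean log2 value of the monocyte and macrophage list was 9.53 in replicate 2 and 8.54 and 8.53 in replicates 1 and 3. That of the neutrophil list was 6.25 in replicate 2 and 4.80 and 4.26 in replicates 1 and 3. Lgr5, a marker of crypt stem cells, fell by 3.28 (SE 0.59, adjusted p = 0.00766). B3gnt6, an enzyme of mucin glycosylation, fell by 3.85 (SE 0.93, adjusted p = 0.0304). Of 13 genes of crypt base and stem cells, 4 fell and none rose (8 fell and 1 rose when adjusted over the list alone; adjusted p = 0.0126 from camera, adjusted p = 0.163 with an estimated correlation).
In all, 1575 probe sets were higher and 1461 lower, 3036 in total, of which 2586 carry 1 gene symbol and stand for 2093 genes. A fit of only the groups compared called 28 probe sets, and array quality weights, whose estimate stopped before it converged, 6208. Without the 3 samples with pancreatic transcripts 859 were called and the calls of Lgr5 and B3gnt6 ended. The median log2 fold change over the 3036 probe sets was then 0.91 of 0.92 in the direction called. The median SE was 0.225 against 0.196. Leaving out 1 sample at a time gave 1295 to 5240, and 5 of the 6 fits without a sample of the groups compared ended the call of B3gnt6.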

Since CD4cre and WT mice primarily differ in the presence of T cell PPAR γ, the massive transcriptional modulation on day 7 in CD4cre mice is likely caused by functional changes in T cells derived from the deletion of PPAR γ. 

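The difference between the DSS effects of the genotypes on day 7 was itself tested, and 63 probe sets passed, 20 with a higher and 43 with a lower effect in CD4cre mice (4427 at an unadjusted p under 0.05). With median centring there were 22 and 24, and with trend and robust options 20 and 24. The cytokine Il6 (adjusted p = 0.000145), haptoglobin (Hp), an acute phase protein (adjusted p = 0.0146), and the Fc receptor Fcgr4 (adjusted p = 0.0011) passed with a higher effect. All 3 were at background on day 0 in both genotypes, and Il6 and Fcgr4 also on day 7 in WT mice. With group means under the background level raised to it, their differences were 5.29, 5.08 and 3.47 on the log2 scale. The transcription factor Gfi1 had a difference of -3.09 (SE 0.38, adjusted p = 0.0143). Of the 3036 probe sets called in CD4cre mice on day 7, 46 were among these. Of the 3036, 72.1% had the same sign in WT mice, against 70.7% of all probe sets, with a median log2 fold change of 0.15 in the direction called, against 0.92 in CD4cre mice. Pparg, whose deletion is confined to T cells by design, had a log2 value of 9.77 ± 1.29 (SD, n = 3) in colons of CD4cre mice and 10.40 ± 0.14 (SD, n = 2) in those of WT mice on day 7, and no call in any comparison. A fit of only the groups compared called 21 differences, Il6 and Fcgr4 among them and Hp and Gfi1 not, and leaving out 1 sample at a time gave 20 to 1340. Since the strains differ mainly in T cell PPAR γ, the paper proposes that the changes on day 7 in CD4cre mice are caused by functional changes in T cells that lack PPAR γ.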

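Of the probe sets called on day 7 in CD4cre mice, 2990 were called in none of the other 3 DSS comparisons, 1555 higher and 1435 lower, and 46 were called in at least 1 of them. Serpina3n, an acute phase gene, Vcam1 and Hdac6, a deacetylase, were among those also called in WT mice on day 7. A call in 1 comparison and not in another is not a test of the difference between them. Leaving out 1 sample at a time gave 1271 to 5178 probe sets in place of the 2990, a fit of only the groups compared 28, and the fit without the 3 samples with pancreatic transcripts 844.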

Out of the 3036 genes differentially expressed on day 7 in CD4cre mice, some genes were also affected under other conditions with 2990 genes being uniquely modulated on day 7 in CD4cre mice. Additionally, these 2990 genes included leukocyte extravasation markers and pro-inflammatory cytokines described and validated by real-time RT-PCR.

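Among the 7 leukocyte extravasation markers that the paper names, 6 had a probe set called only on day 7 in CD4cre mice, all higher, and the seventh marker, Vcam1, was also called in WT mice. Il6, Il1b and Socs3 were each called only on day 7 in CD4cre mice, all higher. Il6 was at background on day 0 (2.14 on the log2 scale). Genes beyond these included Cxcl2, a chemokine for neutrophils, at least 47.7-fold higher (adjusted p = 0.00159), and Stat3, with a log2 fold change of 1.53 (SE 0.19, adjusted p = 0.0013). Of 31 measured chemokines, 12 rose and none fell (15 rose when adjusted over the list alone; adjusted p = 1.28e-11 from camera, adjusted p = 0.127 with an estimated correlation).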

### Leukocyte extravasation markers and inflammatory cytokines are upregulated in colons of T cell-specific PPAR γ-deficient mice

To determine the effect of T cell-specific PPAR γ-deletion on colonic gene expression microarrays were performed from mice on days 0, 2, and 7 of DSS challenge (Figure 4). Leukocyte extravasation markers were significantly enhanced in both WT and CD4cre mice throughout the DSS challenge, though in comparing the two groups we observed that levels were significantly greater in CD4cre mice on day 7. 

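All 7 extravasation markers that the paper names were higher on day 7 than on day 0 in CD4cre mice. Vcam1, an adhesion molecule of endothelium, had a log2 fold change of 2.66 (SE 0.29, adjusted p = 0.000757, n = 3 and 3), and the leukocyte integrin Itgb2 one of 2.63 (SE 0.32, adjusted p = 0.00117). Selp (P-selectin) was at least 5.11-fold higher (adjusted p = 0.0248), and Madcam1, which guides lymphocytes to the gut, at least 3.38-fold (adjusted p = 0.0187), both from background on day 0. Itgav, Itgax and Icam1 had log2 fold changes of 1.29, 1.96 and 2.18 (adjusted p = 0.0177, 0.0221 and 0.0135). In WT mice, Vcam1 was called on day 2 with a log2 fold change of 2.00 (SE 0.29, adjusted p = 0.0214) and on day 7, and the other 6 markers were called on neither day. The log2 fold changes of Itgav, Itgax, Itgb2 and Icam1 in WT mice on day 7 ranged from -0.12 for Itgav to 1.15 for Itgax. In CD4cre mice on day 2 none of the 7 was called, and Vcam1 had a log2 fold change of 0.97 (adjusted p = 0.419). The difference of the DSS effects on day 7 between the genotypes passed the test for none of the 7 in limma, and for 4 when adjusted over the list alone. Some other probe sets of Itgav, Vcam1 and Selp were not called in CD4cre mice on day 7. The calls of Itgav, Itgax, Madcam1 and Selp in CD4cre mice each ended in at least 2 of the fits that left out 1 sample of day 0, and those of Vcam1 in WT mice on day 2 and on day 7 each ended in 7 settings, a fit of the groups compared alone among them.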

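On day 7, Itgb2 was at 8.49 ± 0.78 (SD, n = 3) on the log2 scale in CD4cre mice and at 6.86 ± 0.10 (SD, n = 2) in WT mice, a difference of 1.63 (SE 0.36, adjusted p = 0.0483 from limma). Icam1 was at 7.36 ± 1.00 and 4.99 ± 0.13, a difference of 2.37 (SE 0.49, adjusted p = 0.0394). Itgav and Vcam1 had differences of 1.22 and 1.24 (SE 0.31 and 0.32), and Selp, at background in WT mice, was at least 5.11-fold higher in CD4cre mice. Itgav, Vcam1 and Selp had adjusted p = 0.0767, 0.0836 and 0.107 and an unadjusted p = 0.00192, 0.0023 and 0.00391 from the same limma test. Every CD4cre mouse had a higher value of each of these 5 genes than both WT mice. Adjusted over the list of 7 extravasation markers alone, 5 were higher in CD4cre mice and none was lower. The paper reports these 7 from the same arrays, so this adjustment is no independent test. The values of Selp in CD4cre mice differed widely (5.82 ± 2.19, SD, n = 3). Leaving out either WT mouse ended the calls of Itgb2 and Icam1, as did a fit of the groups compared alone and the fit without the 3 samples with pancreatic transcripts. The call of Itgb2 also ended with the position score as a covariate and with replicate numbers as a block.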

Expression of integrin alpha V (intgav), integrin beta 2 (intgb2), intracellular adhesion molecule (ICAM-1), vascular cell adhesion molecule (VCAM-1), and P-selectin were all significantly enhanced in CD4cre mice compared to the WT mice.

**Figure 4:**
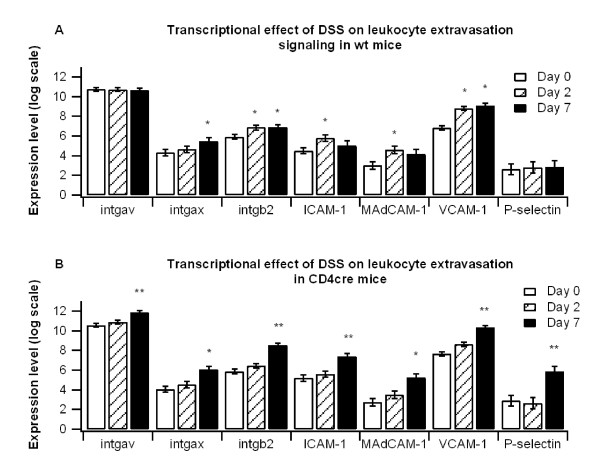
**Effect of T cell-specific PPAR γ deletion on leukocyte extravasation markers**. WT or CD4cre mice were treated with 2.5% dextran sodium sulfate (DSS) for 7 days, and microarray analyses was performed. Colons of WT (A) and CD4cre (B) mice were assessed for leukocyte extravasation markers integrin alpha V (intgav), integrin alpha X (intgax), integrin beta 2 (intgb2), intracellular adhesion molecule 1 (ICAM-1), mucosal addressin adhesion molecule 1 (MAdCAM-1), vascular adhesion molecule 1 (VCAM-1) and P-selectin. Results from microarray were validated with real time PCR. Points with an asterisk are significantly different from the day 0 time point (*P *< 0.05). Points with a double asterisk also indicate a significant difference due to genotype at a given time point (*P *< 0.05).

We also examined the mRNA expression of pro-inflammatory cytokines in colons of WT and CD4cre mice. 

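On day 7 in CD4cre mice, Il6 was at 8.76 ± 0.97 (SD, n = 3) on the log2 scale and in WT mice at background (2.14 ± 0.01, SD, n = 2), so that it was at least 39.2-fold higher (adjusted p = 5.22e-06 from limma). Il1b was at 10.39 ± 1.99 (SD, n = 3) in CD4cre mice and at 5.35 ± 0.48 (SD, n = 2) in WT mice, a difference of 5.04 (SE 0.85, adjusted p = 0.0191). Against day 0, Il1b had a log2 fold change of 6.67 (SE 0.76, adjusted p = 0.000843) in CD4cre mice. In WT mice Il1b did not pass (adjusted p = 0.488) and had a mean of 3.19, under the background level, on day 0. The difference between these DSS effects passed the test for Il6 and not for Il1b (adjusted p = 0.155). A fit of the groups compared alone ended the calls of both genes between the genotypes, and that of Il1b also ended without either WT mouse and without the 3 samples with pancreatic transcripts.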

Expression of interleukin 6 (IL-6) and IL-1β were significantly higher in colons from CD4cre mice at day 7 (Figure 4). 

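Socs3 was at 12.62 ± 1.04 (SD, n = 3) on the log2 scale on day 7 in CD4cre mice and at 9.31 ± 0.24 (SD, n = 2) in WT mice, a difference of 3.30 (SE 0.64, adjusted p = 0.0305 from limma). Against day 0 its log2 fold change was 4.74 (SE 0.57, adjusted p = 0.00106) in CD4cre mice and 1.26 (SE 0.64, adjusted p = 0.488) in WT mice. On this probe set, the difference between these DSS effects was 3.49 and did not pass (adjusted p = 0.147 from limma). Another probe set of Socs3 was at 8.06 ± 1.47 (SD, n = 3) in CD4cre mice and at background in WT mice (2.46 ± 0.20, SD, n = 2), with adjusted p = 0.00131 from limma. On that probe set the difference between the DSS effects passed the test, and this call ended in 7 settings. Of 26 measured genes that IL-6 and STAT3 signalling commonly induce, Socs3 among them, 18 rose and none fell on day 7 in CD4cre mice (20 rose when adjusted over the list alone), with a median log2 fold change of 1.88 (adjusted p = 3.22e-22 from camera, adjusted p = 0.0579 with an estimated correlation). Between the genotypes on day 7, 8 of them were higher in CD4cre mice and none was lower (20 higher when adjusted over the list alone; adjusted p = 0.0708 with an estimated correlation). The call of Socs3 between the genotypes, on the probe set with the highest mean, ended without either WT mouse, without CD4cre day 7 replicate 1 or 2, with the position score as a covariate and in a fit of the groups compared alone.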

Levels of cytokine signaling 3 (SOCS-3), an inhibitory protein shown to increase in response to IL-6 that has been shown to be enhanced in both human IBD and murine models of the disease [31-33], was also significantly upregulated in colons of CD4cre mice. Microarray findings were validated with real time RT-PCR analyses (Figure 5D-H).

**Figure 5:**
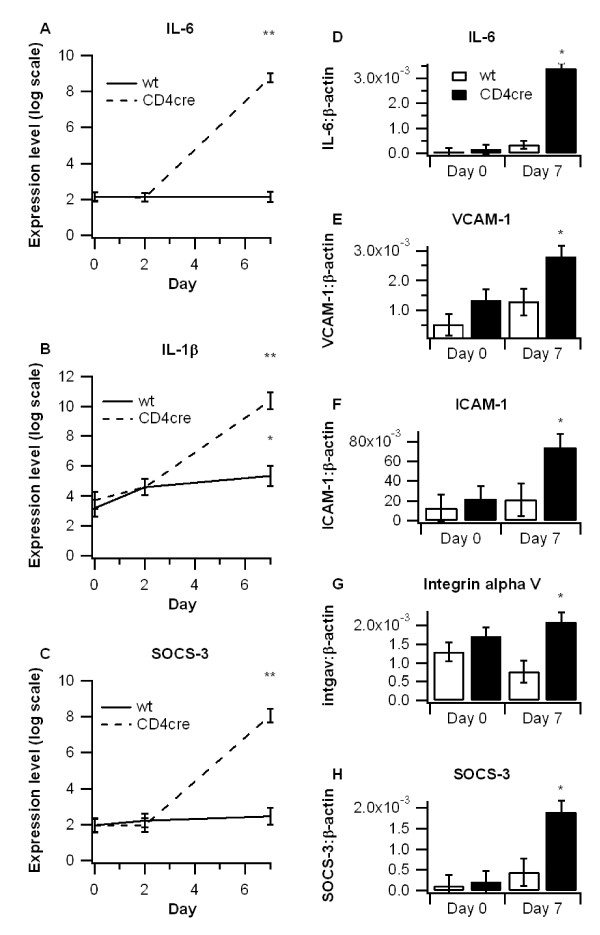
**Effect of T cell-specific PPAR γ deletion on inflammatory gene expression**. WT or CD4cre mice were treated with 2.5% dextran sodium sulfate (DSS) for 7 days, and microarray analyses was performed on colon samples. Differences in interleukin 6 (IL-6) (A), IL-1β (B), and suppressor of cytokine signaling 3 (SOCS-3) (C) were compared among groups and validated with real time PCR. Expressions of (IL-6 (D), vascular adhesion molecule 1 (VCAM-1) (E), intracellular adhesion molecule 1 (ICAM-1) (F), integrin alpha V (intgav) (G), and SOCS-3 (H) on days 0 and 7 were examined by real time PCR to validate microarray findings. Points with an asterisk are significantly different from the day 0 time point (*P *< 0.05). Points with a double asterisk also indicate a significant difference due to genotype at a given time point (*P *< 0.05).

### The Krebs cycle and ribosome pathways are significantly downregulated in colons of T cell-specific PPAR γ null mice; while apoptosis is significantly upregulated

We next examined the effect of T cell-specific PPAR γ deletion using gene set enrichment analysis (GSEA) of KEGG pathways. The following three KEGG pathways were significantly differentially regulated as revealed by hypergeometric testing on the 2990 genes differentially expressed on day 7 of DSS treatment compared with no DSS in CD4cre mice: citrate (TCA cycle) or Krebs cycle, apoptosis and ribosomal pathways (Additional file 3: Supplemental Figure S3). Additionally, ribosomal pathway was found to be the most significantly down-regulated pathway from an unbiased global search using all genes (normal Q-Q plot and permutation testing). 

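Among the genes called only on day 7 in CD4cre mice were 14 of 28 measured genes of the citrate cycle, all lower, 24 of 73 genes of apoptosis, of which 19 were higher and 5 lower, and 14 of 46 proteins of the cytosolic ribosome, all lower. Here a gene was counted if any of its probe sets was called only on day 7, so these numbers exceed those from 1 probe set per gene. Pck1, which makes phosphoenolpyruvate from oxaloacetate, fell by 1.78 on the log2 scale (SE 0.33, adjusted p = 0.00876, n = 3 and 3). Csf2rb, a cytokine receptor that KEGG groups with apoptosis, had a log2 fold change of 2.42 (SE 0.42, adjusted p = 0.00631). Rpl14, a protein of the large ribosomal subunit, fell by 0.71 (SE 0.14, adjusted p = 0.0139). The call of Rpl14 ended in 4 settings and those of Pck1 and Csf2rb in 2 settings each. The odds ratios over 18194 genes with a probe set were 7.89 for the citrate cycle (adjusted p = 7.33e-06), 3.88 for apoptosis (adjusted p = 9.38e-06) and 3.45 for the ribosome (adjusted p = 0.00184), from one-sided Fisher's exact tests over 48 lists. With genes above background as the background they were 5.296, 2.75 and 2.29 (adjusted p = 0.000556, 0.00149 and 0.0426). The lowest p of the 48 was that of the markers of monocytes and macrophages, with 19 of 21 genes and an odds ratio of 75.2. The lists were written from textbook groups, and ribosomal genes whose probe sets carry several symbols are not among the 46. The call of the ribosome ended in 5 of the 6 fits that left out 1 sample, with odds ratios of 1.54 to 2.25, and with calls of at least 2-fold the odds ratio was 0.418. Calls at an adjusted p under 0.01 gave 2.92 for apoptosis (adjusted p = 0.0627) and 1.91 for the ribosome (adjusted p = 0.558), and without the 3 samples with pancreatic transcripts these were 1.66 and 1.99 (adjusted p = 0.627 and 0.613).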

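Between the genotypes on day 7, 43 of 46 measured genes of the cytosolic ribosome had a lower mean in CD4cre than in WT mice. Rps6, a protein of the small subunit, had a log2 difference of -0.58 (SE 0.096, adjusted p = 0.0188, n = 3 and 2), and Rpl37 one of -0.53 (SE 0.095, adjusted p = 0.0247). In limma 6 of the 46 genes were lower and none was higher (25 lower when adjusted over the list alone), with a median of -0.24. Among the lists with a lower level in CD4cre mice, that of the ribosome had the lowest p from camera (adjusted p = 4.69e-14), and adjusted p = 0.128 with an estimated correlation. The mean t over the 46 genes was -2.62 for the real groups and at lowest -1.02 for the other splits of the 5 mice, of which there are 10 in all, so the smallest exact p possible is 0.1. The calls of Rps6 and Rpl37 ended without either WT mouse, and the median was -0.16 without CD4cre day 7 replicate 2 and -0.34 without replicate 3.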

While many genes of the Krebs cycle and ribosomal pathway were down-regulated, those of apoptosis were upregulated (Additional files 4, 5, 6: Supplemental Figures S4-6 and Additional file 7: Supplemental Table S1). 

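On day 7 against day 0 in CD4cre mice, 10 of 28 citrate cycle genes fell and none rose (16 fell when adjusted over the list alone), with a median log2 fold change of -0.45 (adjusted p = 3.52e-08 from camera, adjusted p = 0.144 with an estimated correlation). Suclg1, a subunit of succinyl-CoA ligase, fell by 1.07 (SE 0.21, adjusted p = 0.0117) and Idh3a, a subunit of isocitrate dehydrogenase, by 1.04 (SE 0.20, adjusted p = 0.0122). Their calls ended in 2 and 3 settings. Of 73 apoptosis genes 15 rose and 2 fell (18 rose and 3 fell when adjusted over the list alone), with a median of 0.12 (adjusted p = 2.92e-06 from camera, adjusted p = 0.0873 with an estimated correlation). Those with the largest rise were Il1b, the cytokine receptors Csf2rb and Csf2rb2 and the interleukin 1 receptor Il1r1, which act in cytokine signalling. The caspase Casp12 had a log2 fold change of 1.18 (SE 0.26, adjusted p = 0.0219), and 4 of the 6 fits without a sample ended its call. Of 46 ribosomal genes 11 fell and none rose (17 fell when adjusted over the list alone), with a median of -0.18 (adjusted p = 2.58e-06 from camera, adjusted p = 0.271 with an estimated correlation). Without CD4cre day 7 replicate 2 that median was -0.088 and without replicate 3 it was -0.26. The median of apoptosis was 0.086 and 0.19 in these fits. Of 10 splits of the CD4cre samples of days 0 and 7, 4 had an apoptosis median as large, the real one among them.

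**Figure D2:**
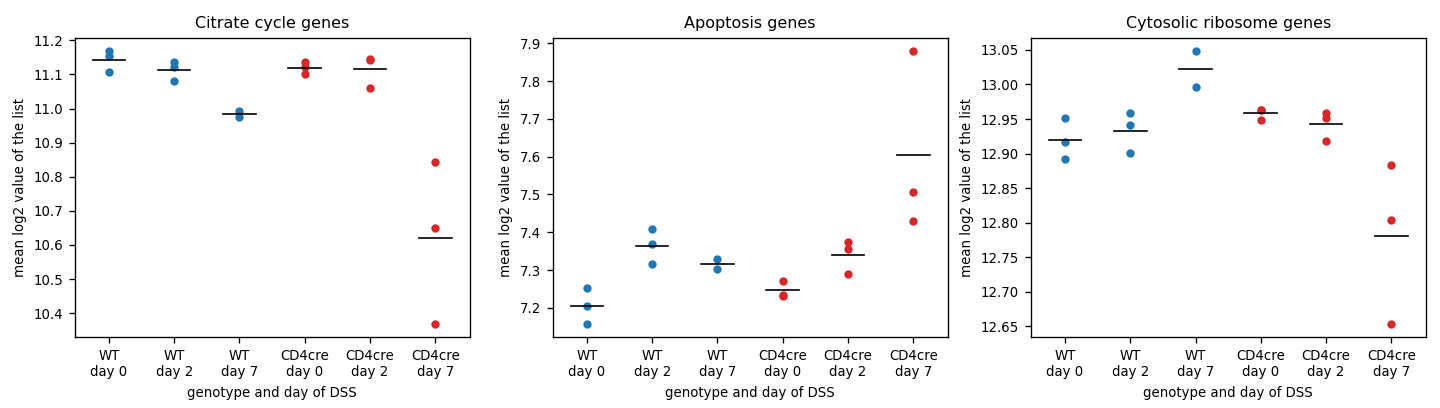
Mean log2 value of the genes of the citrate cycle (28), apoptosis (73) and the cytosolic ribosome (46) in each of the 17 samples by genotype and day of DSS, each panel on its own scale. Points are mice and lines are group means. In CD4cre mice on day 7 the citrate cycle genes lie between 10.37 and 10.84.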

The Krebs cycle pathway is involved in the maintenance of glucose homeostasis, one of the primary roles of PPAR γ. The apoptosis pathway is critically regulated by NF-κB which is repressed by PPAR γ in IBD. However, the pathway most significantly affected by the deletion of PPAR γ was the ribosome pathway (Additional file 6: Supplemental Figure S6), which controls genes involved in protein translation and synthesis.

## Discussion

Activation of PPAR γ by exogenous administration of synthetic and naturally occurring agonists or through gene therapy has demonstrated pre-clinical efficacy in the prevention and treatment of gut inflammation [2,9,34-37]. Accordingly, PPAR γ was proposed as a therapeutic target for gastrointestinal inflammation. The results of a recent randomized, double-blind, placebo controlled study demonstrate that oral administration of rosiglitazone (Avandia), a synthetic PPAR γ ligand of the thiazolidinedione class of anti-diabetic drugs, ameliorates disease activity in human UC patients [4]. Thus, dissecting the cell specificity of PPAR γ in the prevention and treatment of gut inflammation is necessary for the rational development of placebo-controlled clinical studies aimed at investigating the efficacy and tolerability of novel PPAR γ agonists in patients with IBD.

In this regard, PPAR γ is widely expressed in all major cell types involved in the immunopathogenesis of IBD, including T cells, macrophages, dendritic cells, endothelial cells and epithelial cells. Previous studies have characterized the impact of the PPAR γ deficiency in epithelial cells in DSS colitis and demonstrated that while PPAR γ expressed in the colonic epithelium has an endogenous role in protection against colitis, rosiglitazone treatment can ameliorate experimental IBD in epithelial cell-specific PPAR γ null mice [11]. Adding to this story, our laboratory has recently shown that intestinal epithelial cell specific deletion of PPAR γ enhances macrophage MHC II expression in the MLN and lysosomal pathway gene expression in the colon without significantly affecting lymphocyte populations in the blood, spleen, and MLN [12]. A targeted disruption of PPAR γ in macrophages increased recruitment of macrophages to inflammatory foci in the colon [13]. This report investigates the role of endogenously activated T cell PPAR γ in experimental IBD.

The initial phases of DSS colitis (i.e., day 2) target the innate components of the immune response (i.e., macrophages and epithelial cells), whereas T cells are recruited at later stages of disease (days 4-7) following the initial epithelial cell damage and macrophage activation. We found that disease activity and body weights were worsened in CD4cre mice at about the fourth day of DSS challenge, indicating that disease progression is accelerated when PPAR γ is absent in T cells. Histologically, colonic inflammatory lesions were limited or null on day 2 whereas significant epithelial erosion and immune cell infiltration was observed on day 7, which was more severe in mice lacking PPAR γ in T cells. Of note, the crosstalk between myeloid cells and lymphocytes represents an important component of disease progression [38]. CD4^+ ^T cells and CD4-induced production of IL-6 are both increased in the lamina propria of DSS-treated mice [39,40], and the infiltration of CD4^+ ^T cells into the colon has been shown to correlate with gut immune-mediated pathology [40].

Transcriptomic profiling of colonic samples revealed that on day 2 of DSS colitis, corresponding to the period of activation of innate immunity, there were 202 genes affected in WT and only 8 genes in CD4cre mice. In contrast, on day 7 when both innate and acquired T cell responses contribute to gut immunopathology, we found a dramatic increase in the number of differentially expressed genes (i.e., 3036) in colons of mice lacking PPAR γ in T cells versus only 39 differentially expressed genes in colons of WT mice. Specifically, on day 7 there were significant increases in IL-6, IL-1β and SOCS3 in colons of CD4cre mice. These proinflammatory cytokines have been shown to accelerate the progression of intestinal inflammation [41-43]. The SOCS3 pathway can be induced by IL-6 and plays a down-regulatory role in the development of intestinal inflammation by inhibiting signal transducer and activator of transcription (STAT3) activation and thereby suppressing expression of inflammatory cytokines [33]. Since STAT3 is highly tyrosine phosphorylated in UC and CD patients [33], the upregulation of SOCS3 represents an anti-inflammatory feedback loop. Microarray analysis also revealed a significant increase in genes involved in leukocyte extravasation in the CD4cre mice, a finding that is in line with the increased leukocyte recruitment we observed in colons of T cell-specific PPAR γ null mice. Both VCAM-1 and ICAM-1 are adhesion molecules independently associated with IBD disease severity [44], and their upregulation is associated with increased NF-κB activity and pro-inflammatory cytokine secretion [45]. In total, these findings indicate an enhanced pro-inflammatory milieu in colons of CD4cre mice on day 7 of DSS colitis mediated by increased expression of pro-inflammatory cytokines and adhesion molecules.

GSEA of KEGG pathways demonstrated that there was a significant downregulation of gene clusters involved in the maintenance of glucose homeostasis (i.e., Krebs cycle) and protein synthesis (ribosome pathway), but up-regulation of the apoptosis pathway. Together these findings indicate a dysregulated carbohydrate metabolism, suppressed protein translation and altered programmed cell death in colons of CD4cre mice (fold-change in gene expression in Supplementary Table 2). In line with our findings, carbohydrate and amino acid metabolism have recently been shown to be reduced in colons of IBD patients [46]. Considering that one of the first discovered roles of PPAR γ was the regulation of glucose homeostasis [47], it is not surprising that the deficiency of PPAR γ in T cells could cause a down-regulation of gene clusters related to Krebs cycle. In turn, these reductions may have also resulted from a generalized increase in the severity of colonic inflammation caused by the deficiency of PPAR γ in T cells, as pro-inflammatory cytokines can inhibit Krebs cycle activity [48]. The apoptosis and protein synthesis pathways are also largely influenced by inflammation. The apoptosis pathway is critically regulated by NF-κB [49] which is thought to be repressed by PPAR γ in experimental IBD [50], and protein synthesis is decreased in the inflamed colon as a result of endoplasmic reticulum (ER) stress and subsequent activation of the unfolded protein response in mouse models of IBD [51]. Thus, the pathways affected by the deficiency of PPAR γ may be secondary to more severe colitis. ER stress is also associated with induction of apoptosis via activation of an ER resident caspase (caspase-12) [52]. Further studies are needed to investigate whether T cell PPAR γ regulates mucosal inflammation by altering carbohydrate metabolism, colonic cell apoptosis and protein synthesis and its relation with ER stress.

CD4cre mice have significantly fewer CD4^+^FoxP3^+ ^Tregs in blood and IL10-expressing CD4^+ ^T cells in the MLN on day 7 of DSS colitis in comparison to WT mice. We have demonstrated that the accumulation of Treg in the mucosal inductive sites (i.e., MLN) is associated with prevention of chronic colitis caused by the adoptive transfer of CD4+CD45RB^hi ^T cells in SCID mice [17]. Our flow cytometry results indicate that T cell PPAR γ is required for the maintenance of IL-10-producing CD4^+ ^T cells in MLN, where intestinal immune responses are regulated, thereby inhibiting IL-6 and IL-1β expression in the gut mucosa during IBD. Specifically, the levels of IL10-expressing CD4+ T cells may be low in CD4Cre mice at the onset due to the lack of PPAR γ. Since regulatory responses are initiated in parallel with inflammatory responses, MLN Tregs are likely to increase in response to the DSS challenge, but their numbers may wane as they are recruited towards the principal site of inflammation; the colonic mucosa.

Adding to what was known about the effect of epithelial cell and macrophage-specific deletion of PPAR γ, our findings indicate that T cell PPAR γ also plays a protective role during the progression of DSS colitis, though to a lesser degree as seen in epithelial cells and macrophages. The lower impact observed with T cell PPAR γ fits with previous findings indicating that epithelial cells and macrophages are the primary inflammatory mediators during acute DSS colitis. Because T cell-mediated inflammation has been shown to be very influential in chronic stages of the disease [38,53], it may be worthwhile to assess the affect of T cell PPAR γ in chronic colitis models.

## Conclusions

Our findings indicate that T cell PPAR γ dampens the inflammatory response and tissue destruction in the later stages of experimental IBD by down-modulating expression of inflammatory cytokines and adhesion molecules. T cell PPAR γ is also important in regulating the relative abundance CD8^+ ^and CD4^+ ^T cell subsets, including Treg in the periphery and mucosal inductive sites.

## List of abbreviations used

IBD: Inflammatory bowel disease; PPAR γ: peroxisome proliferator-activated receptor γ; NF-κB: nuclear factor κB; DSS: dextran sodium sulphate; Treg: regulatory T cell; MLN: mesenteric lymph node; intgav: integrin alpha V; intgb2: integrin beta 2; ICAM-1: intracellular adhesion molecule 1; VCAM-1: vascular adhesion molecule 1; IL: interleukin; SOCS-3: suppressor of cytokine signalling 3; intgax: integrin alpha X; MAdCAM-1: mucosal addessin adhesion molecule 1.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AJG analyzed data, summarized flow cytometry results, performed real-time RT-PCR and contributed to write the manuscript. SKM performed the microarray analyses and contributed to write the manuscript. WTH performed mouse studies and contributed to flow cytometry data acquisition and analysis, and performed RNA isolation. JBR and RH designed the experiments, obtained funding for this project, managed the project and wrote the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-230X/10/60/prepub

## Supplementary Material

Additional file 1 **Venn diagram showing number of genes differentially expressed on day 2 of DSS challenge**. The number inside each circle refers to number of genes differentially expressed on 2^nd ^day of DSS challenge (compared to control, i.e., day 0), for each genotype (WT or CD4cre). 

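On day 2, 2 probe sets were called in both genotypes, with the same sign in each. Independent lists of 8 and 202 calls would share 0.0185 with the same sign. Fisher's exact test, which counts shared probe sets of either sign and takes probe sets as independent, gave p = 0.000551. The 2 probe sets belong to the clock gene Per3 and to the splicing factor Sfpq. Per3 had a log2 fold change of 2.05 in WT mice. Sfpq had one of -0.69 in CD4cre and -0.45 in WT mice (adjusted p = 0.0292 and 0.0497 from limma). Sfpq was chosen after its values were seen, and the probe set of Sfpq with the highest mean was called in neither genotype. No probe set was shared in a fit of the groups compared alone or with replicate numbers as a block, and leaving out 1 sample of the groups compared gave 0 to 3.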

The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes. Click here for file

Additional file 2 **Venn diagram showing number of genes differentially expressed on day 7 of DSS challenge**. The number inside each circle refers to number of genes differentially expressed on 7^th ^day of DSS challenge (compared to control, i.e., day 0), for each genotype (WT or CD4cre). The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes. 

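On day 7, 10 probe sets were called in both genotypes, all with the same sign in each. Independent lists of 3036 and 39 calls would share 1.35 with the same sign. Fisher's exact test, which counts shared probe sets of either sign, gave p = 0.000198. Serpina3n, an acute phase gene, had a log2 fold change of 4.78 in CD4cre mice. Vcam1 and the deacetylase Hdac6 were called in both as well, the latter with 1.12 and 1.65. Of all 39 probe sets called in WT mice, 46.2% had the same sign in CD4cre mice, against 70.7% of all probe sets, and 15 passed the test of a difference between the genotypes. No probe set was shared in a fit of the groups compared alone or without CD4cre day 0 replicate 1.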

Click here for file

Additional file 3 **KEGG pathways modulated on day 7 of DSS challenge in CD4cre mice**. A total of 2990 genes, transcriptionally affected only on day 7 of CD4cre mice (in no other condition), were subjected to hypergeometric testing and revealed enrichment (over-representation) of four KEGG pathways: Krebs cycle, amino sugars, apopotosis and ribosome pathways. The first and last columns correspond to the KEGG identifier and name of the pathway respectively. The second and third columns (Pvalue, OddsRatio) report that there is good association between DSS challenge and these pathways. The ExpCount records the expected number of genes in the selected gene list to be found at each tested KEGG pathway, which is exceeded by the actual Count (fifth column). Sixth column (Size) corresponds to the total number of genes in that pathway. One of these pathways, 'apoptosis', is regulated by NF-κB that is repressed by PPARγ. Click here for file

Additional file 4 **Krebs (Citrate) cycle pathway from KEGG**. A total of 2990 genes, transcriptionally affected only in CD4cre mice on day 7 of dextan sodium sulfate (DSS) challenge, were subjected to hypergeometric testing for discovering the pathways significantly associated with DSS. Many genes participating in Krebs cycle were found to be down-regulated (painted green in this diagram). Click here for file

Additional file 5 **Apoptosis pathway from KEGG**. A total of 2990 genes, transcriptionally affected only in CD4cre mice on day 7 of dextan sodium sulfate (DSS) challenge, were subjected to hypergeometric testing for discovering the pathways significantly associated with DSS. Many genes participating in apoptosis were found to be up-regulated (painted red in this diagram). Click here for file

Additional file 6 **Gene Set Enrichment Analysis 7 days post DSS (Ribosome pathway)**. Panel A Gene Set Enrichment Analysis (GSEA) was performed on CD4cre and wild-type (WT) mice after 7 days of dextan sodium sulfate (DSS) challenge. The pathway "Ribosome" (KEGG Id: 03010) was found to have the lowest pathway score and significantly different from the other pathways, as observed on the Q-Q plot (not shown). Depicted here is a scatter plot in which each point corresponds to an expression signal for a gene belonging to this pathway. The line is a 45-degree diagonal. For most genes the expression values are less for CD4cre compared with WT (most points lie above the diagonal, i.e., lean toward WT), suggesting that this pathway is down-regulated in colonic mucosa of CD4cre mice on day 7 following DSS treatment. **Panel B **2990 genes, transcriptionally affected only in CD4cre mice on day 7 of dextran sodium sulfate (DSS) challenge, were subjected to hypergeometric testing for discovering the pathways significantly associated with DSS. Many genes participating in Ribosome were found to be down-regulated (painted green in this diagram). Click here for file

Additional file 7 **Supplemental Table S1 - Fold-change in gene expression after 7 days of Dextran Sodium Sulfate challenge in CD4cre mice**. The genes belong to the three KEGG pathways: Krebs (Citrate) cycle, Apoptosis and Ribosome. 

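Supplemental Table S1 lists signed linear fold changes on day 7 against day 0 in CD4cre mice for 76 probe sets, 22 of the citrate cycle, 32 of apoptosis and 22 of the ribosome. All 76 were called in limma here, with the sign that the table gives. Dld, an enzyme subunit shared by the pyruvate and oxoglutarate dehydrogenase complexes, fell by 0.84 on the log2 scale (SE 0.14, adjusted p = 0.00547), and the adaptor Myd88 had a log2 fold change of 1.02 (SE 0.12, adjusted p = 0.000946). Of the table's probe sets, 22 of the citrate cycle, 7 of apoptosis and 22 of the ribosome are lower. The largest difference between a log2 fold change here and the log2 of the table's value was 5.9e-06.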

Click here for file

# Supplementary material for: The Role of T cell PPAR γ in mice with experimental inflammatory bowel disease
**Source:** BMC Gastroenterol. 2010 Jun 10;10:60. doi: 10.1186/1471-230X-10-60
**Supplement:** Additional file 1 — Venn diagram showing number of genes differentially expressed on day 2 of DSS challenge. The number inside each circle refers to number of genes differentially expressed on 2nd day of DSS challenge (compared to control, i.e., day 0), for each genotype (WT or CD4cre). The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes.

**Supplementary Figure 1**

# Supplementary material for: The Role of T cell PPAR γ in mice with experimental inflammatory bowel disease
**Source:** BMC Gastroenterol. 2010 Jun 10;10:60. doi: 10.1186/1471-230X-10-60
**Supplement:** Additional file 2 — Venn diagram showing number of genes differentially expressed on day 7 of DSS challenge. The number inside each circle refers to number of genes differentially expressed on 7th day of DSS challenge (compared to control, i.e., day 0), for each genotype (WT or CD4cre). The number inside overlapping region of two circles refers to the number of genes that are common to both genotypes.

**Supplementary Figure 2**

# Supplementary material for: The Role of T cell PPAR γ in mice with experimental inflammatory bowel disease
**Source:** BMC Gastroenterol. 2010 Jun 10;10:60. doi: 10.1186/1471-230X-10-60
**Supplement:** Additional file 3 — KEGG pathways modulated on day 7 of DSS challenge in CD4cre mice. A total of 2990 genes, transcriptionally affected only on day 7 of CD4cre mice (in no other condition), were subjected to hypergeometric testing and revealed enrichment (over-representation) of four KEGG pathways: Krebs cycle, amino sugars, apopotosis and ribosome pathways. The first and last columns correspond to the KEGG identifier and name of the pathway respectively. The second and third columns (Pvalue, OddsRatio) report that there is good association between DSS challenge and these pathways. The ExpCount records the expected number of genes in the selected gene list to be found at each tested KEGG pathway, which is exceeded by the actual Count (fifth column). Sixth column (Size) corresponds to the total number of genes in that pathway. One of these pathways, 'apoptosis', is regulated by NF-κB that is repressed by PPARγ.

**Supplementary Figure 3**

| Gene to KEGG test for over-representation | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **KEGGID** | **Pvalue** | **OddsRatio** | **ExpCount** | **Count** | **Size** | **Term** | |
| 00020 | 0.000 | 5.050 | 5 | 14 | 30 | Citrate cycle (TCA cycle) | |
| 04210 | 0.000 | 2.713 | 13 | 27 | 85 | Apoptosis | |
| 03010 | 0.000 | 2.666 | 13 | 27 | 86 | Ribosome | |

How the deposited data were processed for this re-analysis (not part of the article)

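Colon RNA of WT mice and of CD4cre mice, which lack PPAR γ in T cells, was measured on Mouse 430 2.0 arrays on days 0, 2 and 7 of a challenge with 2.5% DSS. There were 17 samples in 6 groups, 3 per group and 2 for WT mice on day 7. The authors read the arrays with affy and processed them with gcRMA in R 2.9.0, which adjusts for background, normalizes and summarizes each probe set on the log2 scale. The table holds 45101 probe sets, of which 64 are controls and 45037 were tested, with no filter. A comparison of the linear fold changes of Supplemental Table S1 with the values checked the log2 scale.

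limma 3.58.1 in R 4.3.3 was fitted with 6 group means over the 17 samples, with empirical Bayes moderation (11 residual and 0.888 prior degrees of freedom). There were 9 comparisons: the 4 DSS effects against day 0, CD4cre against WT on each day, and the difference of DSS effects on days 7 and 2. Calls were made at an adjusted p under 0.05 (two-sided, Benjamini-Hochberg within a comparison). Gene symbols were those of the reference table: 34945 probe sets carry 1 gene, 932 several and 9160 none, and only those with 1 gene stand for 18194 genes. A fold against a group at background was computed against the level of 3.47 and is a lower bound.

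Lists were tested with camera at a preset correlation of 0.01, over 48 lists, with 1 probe set per gene (highest mean), beside camera with an estimated correlation and fry, and over-representation with a one-sided Fisher's exact test, in which any probe set of a gene counted. The lists, tests, named genes and alternatives were fixed before the data were examined. The rule for named genes takes the 10 largest rises and falls among called probe sets whose groups do not overlap, the called list members with the largest change and every gene that the paper names, whose values in its figures and tables had been seen. Wdfy1, Sfpq, Hox genes and pancreatic genes were named after their values were seen, and so were the lists of pancreatic enzymes and clock phases.

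The fit was tested on simulated data of the same size, with 200 changed probe sets in each of 5 runs. For CD4cre mice on day 7 against day 0 it recovered 55.8% of changes of 1 and 89.6% of changes of 2 on the log2 scale. None had the wrong sign, and there were 9.8 false calls per run. The simulated groups shared the same spread and the changes were placed only in probe sets well above background. The real groups differed in spread (0.22 to 0.51), so recovery and false calls under unequal spread were not tested. Replicate numbers were checked for pairing: of 40 pairs of groups and numbers, 15 had a correlation over 0.1, with a range of -0.46 to 0.51, so no block was used in the tests. Alternatives were other thresholds, fits of fewer groups, other normalizations and weights, leaving out 1 sample at a time, and, added after the data were seen, the Hox position score as a covariate and leaving out 3 samples with pancreatic transcripts. The raw arrays, the flow cytometry, the histology and the RT-PCR were not analysed here. The arrays give no genome build, so no coordinates are given.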

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

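The tests of pancreatic transcripts and of the time of day were chosen only after the results they bear on were seen, and the Hox position score was chosen after the data were seen, although what its tests would show was written before they were run.

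The effects of DSS on day 7 differed between the genotypes for 63 probe sets by a test of the difference. The fitted log2 differences were 6.63 for Il6, 5.34 for Hp, 4.02 for Fcgr4 and -3.09 for Gfi1. Those of Il6, Hp and Fcgr4 rest on groups at background and were 5.29, 5.08 and 3.47 with group means raised to the background level. The cytosolic ribosome list had a median difference of -0.31 (adjusted p = 1.09e-16 from camera, adjusted p = 0.172 with an estimated correlation), and on day 2 the lymphoid follicle list had one of -0.98 (adjusted p = 2.32e-07 from camera, adjusted p = 0.0379 with an estimated correlation). Signals in genes that the paper does not discuss were those of pancreatic enzymes, with a median of at least 12.2 in 3 samples, of 1079 probe sets that follow the Hox position score, of Per2 on day 2 in WT mice (3.64) and of the proliferation list on day 2 in WT mice (-1.47).

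On day 7 more probe sets were called in CD4cre mice (3036) than in WT mice (39). The tables argue against the smaller number of WT mice as the whole cause, since with 2 CD4cre mice on day 7 the count was at least 2178. They argue against position along the colon, since with the score as a covariate the counts were 4591 and 38, and against pancreatic transcripts, since without those 3 samples they were 859 and 26. The genotype, which the design names, remains a possible explanation, and only 46 of the 3036 probe sets passed the test of a difference between genotypes. The size of the contrast depended on the fit. Fits of only the groups compared called 28 and 5, fits of 1 genotype 707 and 68, and array quality weights 6208 and 2497. The main fit pools the variance over groups of unequal spread (0.51 in CD4cre and 0.22 in WT mice on day 7). The part of this pooling in the contrast was not tested and stays open. Of the 10 splits of the CD4cre samples of days 0 and 7, which are too few for a share under 0.05, the real one called 3036 probe sets and the highest other 4.

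On day 2 more probe sets were called in WT mice (202) than in CD4cre mice (8). Without the 3 samples with pancreatic transcripts the median log2 fold change of the 202 probe sets in WT mice was 1.019 of 1.05. Its median SE was 0.1825 against 0.167. These values argue against pancreatic transcripts as the source of the WT fold changes. The counts were then 69 and 26, and 35 of the 202 probe sets were still called. Leaving out CD4cre day 2 replicate 1 alone gave 272 in WT and 104 in CD4cre mice. The part of pancreatic transcripts in the low CD4cre count stays open, since that count rose in both fits. A rule that the 69 must exceed the 104, under which this cause stayed open, was set after these values were seen. Position along the colon stays open: with the score as a covariate the counts were 5 and 18, as written before the test for position as the cause, and 1 of the 202 probe sets was still called, but their median log2 fold change went only from 1.05 to 0.82 while the median SE rose from 0.167 to 0.216, because day and score nearly coincide in WT mice. That a fold mostly kept leaves this open was decided after these values were seen. Across the 202 probe sets, which are not independent replicates, WT fold changes were compared with slopes on the score within CD4cre groups. They had a Pearson correlation of 0.7001, against 0.5936 over all probe sets. For the score difference of 2.09 those slopes give a median of 0.156 of the observed 1.05. The correlation leaves room for position, while the slopes cover little of the fold change. This test therefore does not decide between position and the DSS effect in WT mice.

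Some clock genes were higher on day 2 than on day 0, with Per2, Per3 and Tef passing in WT and Per3 in CD4cre mice. The time of day at which tissue was taken stays open: genes of the Per2 phase had a mean log2 fold change of 0.88 in WT and 0.67 in CD4cre mice and genes of the opposite Arntl phase one of -0.25 and -0.37, but members of both phases went both ways (Nr1d1 -1.33, Npas2 -1.57 and Cry1 0.69 in WT mice), and the Arntl phase mean in WT mice was smaller than its standard error over the 5 genes. The opposite signs in both genotypes are what was written for time of day as the cause, and the condition on the standard error was added after these values were seen. Between CD4cre and WT mice the phase means also had opposite signs, without DSS on day 0 (0.75, SE 0.20, and -0.29, SE 0.19) and on day 2 (0.54, SE 0.16, and -0.42, SE 0.13), and the log2 difference of Per2 on day 0 was 2.16 (adjusted p = 0.127). On day 7 in CD4cre mice Dbp (-2.32), Hlf (-1.59), Per2 (-1.30) and Nr1d2 (-0.87) fell, and the phase means were -0.92 and 1.05, the latter mostly from Nfil3 (4.23), while in WT mice they were 0.50 and -0.29, with no clock gene of either phase passing (Per2 at 1.32, Per3 at 1.59). Position was read for Per2 and Per3 alone, the largest rises of clock genes in each genotype, so it stays open for the other clock genes. With the score as a covariate Per2 in WT mice kept 81.8% of its fold change (2.98 of 3.64), with its SE from 0.32 to 0.39. Its adjusted p was then 0.0696. Per3 in CD4cre mice kept 97.4% with an adjusted p of 0.043, though its call ended in 5 settings. Most of these 2 rises thus remained with the score in the fit. An effect of DSS on the clock was not tested. Neither the paper nor the sample labels give sampling times, so such an effect cannot be separated from time of day here.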

How the results depend on the processing

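The fits with the Hox position score as a covariate and without the 3 samples with pancreatic transcripts were chosen after the data were seen. Over all alternatives, the counts of probe sets were within 1.5 times their value in 88 cases and moved further in 192. Medians of the citrate cycle, apoptosis and ribosome lists kept their direction in every alternative run and passed camera in all but those with an estimated correlation, but leaving out 1 sample moved some of them by over 1.5 times: without CD4cre day 7 replicate 2 the ribosome went from -0.177 to -0.0879 on day 7 in CD4cre mice and from -0.243 to -0.161 between the genotypes, and without replicate 3 apoptosis went from 0.119 to 0.192. The over-representation of the citrate cycle passed in all 11 alternatives, that of apoptosis in 9 of 11 and that of the ribosome in 3 of 11. No called result of a named gene changed direction. Among results called in neither fit, the sign changed in 3 with the position score, 5 with 1 sample left out and 1 with quantile normalization. A fit of the groups compared alone ended 66 calls of named genes and kept the call, or the lack of one, of 25, leaving out 1 sample ended 138 and kept 397, the position score ended 18 and leaving out the samples with pancreatic transcripts 39. In each sample at least 48.9% and at most 50.1% of the probe sets were above the background level, under which a difference is not detectable. Causes were not tested, apart from smaller numbers of samples where samples were left out.

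Counts are given in the order CD4cre day 7, WT day 7, CD4cre day 2 and WT day 2 against day 0 (3036, 39, 8 and 202), then CD4cre against WT on days 0, 2 and 7 (3, 19 and 681), the difference of DSS effects on days 7 and 2 (63 and 1), probe sets only on day 7 in CD4cre mice (2990) and probe sets shared by the genotypes on days 7 and 2 (10 and 2). An adjusted p under 0.01 gave 862, 11, 2 and 6, then 3, 7 and 66, 9 and 0, 860, and 0 and 0. Calls of at least 2-fold gave 1382, 11, 4 and 105, then 2, 11 and 305, 30 and 1, 1369, and 3 and 1. A fit of the groups compared alone gave 28, 5, 1 and 58, then 0, 16 and 2, 21 and 6, 28, and 0 and 0. A fit of 1 genotype gave 707, 68, 0 and 293, then 694, and 7 and 0. An adjustment over the 4 DSS comparisons together gave 1405, 144, 142 and 376, then 1319, and 26 and 25. Probe sets above background in at least 2 samples gave 4067, 12, 4 and 448, then 6, 27 and 1030, 98 and 4, 3978, and 6 and 1. Values raised to the background level gave 2274, 5, 6 and 94, then 5, 17 and 333, 21 and 7, 2249, and 1 and 0. Quantile normalization gave 3451, 41, 7 and 171, then 2, 23 and 639, 54 and 0, 3405, and 11 and 2. Median centring gave 3258, 18, 12 and 283, then 4, 25 and 658, 46 and 2, 3193, and 8 and 3. Trend and robust options gave 3115, 27, 8 and 203, then 3, 13 and 499, 44 and 0, 3070, and 5 and 1. Array quality weights, whose estimate stopped before it converged and whose values ranged from 0.207 to 16.6, gave 6208, 2497, 24 and 8277, then 8408, 29 and 1327, 1725 and 34, 4277, and 602 and 11. Counting 1 probe set per gene gave 1862, 17, 3 and 298, then 2, 4 and 510, 32 and 0, 1803, and 6 and 1. Replicate numbers as a block gave 2646, 20, 2 and 134, then 3, 21 and 464, 27 and 0, 2612, and 3 and 0. The position score as a covariate gave 4591, 38, 18 and 5, then 5, 21 and 306, 109 and 0, 4564, and 18 and 1. Leaving out the 3 samples with pancreatic transcripts gave 859, 26, 26 and 69, then 1, 85 and 216, 26 and 9, 844, and 4 and 1.

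Normalization also moved the share of higher probe sets. In CD4cre against WT mice on day 2 it was 79.0% (15 higher and 4 lower), 60.9% with quantile normalization (14 and 9) and 52% with median centring (13 and 12). In the difference of effects on day 7 it was 31.8% (20 and 43) and 47.8% with median centring (22 and 24). In WT mice on day 2 it was 55.9% (113 and 89) and 45.9% with median centring (130 and 153). In CD4cre mice on day 7 it was 51.9%, 46.0% with quantile normalization and 49.2% with median centring. In CD4cre against WT mice on day 7 it was 46.7% (318 and 363), 46.6% with quantile normalization (298 and 341) and 51.7% with median centring (340 and 318). Trend and robust options gave 54.9% (274 and 225) there. With an estimated correlation, camera gave adjusted p = 0.144 for the citrate cycle list (median -0.45), 0.0873 for apoptosis (0.12), 0.271 for the ribosome (-0.18) on day 7 in CD4cre mice, and 0.128 for the ribosome between the genotypes (-0.24). At an adjusted p under 0.01 the odds ratios were 2.92 for apoptosis and 1.91 for the ribosome, without the 3 samples with pancreatic transcripts 1.66 and 1.99, and with calls of at least 2-fold that of the ribosome was reversed (0.418).

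Leaving out 1 sample of the groups compared at a time gave 1295 to 5240 probe sets in CD4cre mice on day 7, 31 to 228 in WT mice on day 7, 11 to 104 in CD4cre mice on day 2 and 37 to 131 in WT mice on day 2. It gave 6 to 18, 26 to 140 and 311 to 3081 between the genotypes on days 0, 2 and 7. Over all samples it gave 20 to 1340 and 0 to 12 for the differences of effects, 1271 to 5178 only on day 7 in CD4cre mice, and 0 to 45 and 0 to 7 shared on days 7 and 2. The odds ratio ranged from 6.73 to 10.3 for the citrate cycle, 2.67 to 3.69 for apoptosis and 1.54 to 6.95 for the ribosome. A lone sample left in a group is assumed to vary like those of the other groups. Of the samples of the groups compared, those that moved the count of a DSS effect by over 1.5 times were, in CD4cre mice on day 7, day 0 replicates 1, 2 and 3 (1371, 1295 and 1943) and day 7 replicate 3 (5240), in WT mice on day 7, day 7 replicates 1 and 2 (140 and 228), in CD4cre mice on day 2, day 0 replicates 2 and 3 (13 and 15) and day 2 replicates 1, 2 and 3 (104, 27 and 31), and in WT mice on day 2, day 0 replicates 1, 2 and 3 (45, 131 and 68) and day 2 replicates 1, 2 and 3 (37, 66 and 83). Of the other samples, CD4cre day 7 replicate 2 raised the WT counts most (99 on day 7 and 675 on day 2). Between the genotypes on day 7, CD4cre replicate 3 and WT replicates 1 and 2 moved the count (3081, 311 and 317), and the highest difference of effects came without CD4cre day 7 replicate 3 (1340).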

Differences from the paper's values

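The addition of ribosomal probe sets shared with pseudogenes was chosen only after the values were seen. The paper's odds ratio for the citrate cycle is 5.050 (the paper's) and that here is 7.89, with a list of 28 measured genes. Values were taken to differ where one was over 1.5 times the other. Of the alternatives set before the data were examined, those without a difference were genes above background as the background (5.296), calls of at least 2-fold (6.31) and the fit without CD4cre day 0 replicate 3 (6.73). Those that still differed were an adjusted p under 0.01 (9.20), all calls on day 7 (7.74), and the fits without CD4cre day 0 replicate 1 (8.36) or replicate 2 (10.3) and without CD4cre day 7 replicate 1 (9.47), replicate 2 (8.96) or replicate 3 (9.41).

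The paper lists 27 called ribosomal genes of 86 (the paper's values), against 14 of 46 here, where probe sets with several symbols are left out. For the 27, only the fit without CD4cre day 7 replicate 3 (28) ended the difference. The others did not: genes above background (14), an adjusted p under 0.01 (3), calls of at least 2-fold (1), all calls on day 7 (14), and the fits without CD4cre day 0 replicates 1, 2 and 3 (4, 5 and 7) and without CD4cre day 7 replicates 1 and 2 (7 and 6). For the 86, genes above background (44) did not end the difference. With the probe sets shared with pseudogenes, chosen after the values were seen, 70 genes were measured.

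The paper gives its counts as genes, and the equal counts here are of probe sets at an adjusted p under 0.05, where the paper gives a P under 0.05 in the legends of Fig. 4 and Fig. 5 and no threshold for the counts. For values read by eye from Fig. 4 and Fig. 5, a difference had to exceed the spread and also meet the ratio rule above. That ratio was taken of log2 values, so a difference beyond the spread alone was not counted. By this joint rule no value differed. For Socs3 this holds for another probe set than the one with the highest mean (8.06 in CD4cre mice on day 7), which was chosen because its values match the panel (about 8.0 in Fig. 5, read by eye).

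The paper states that 5 extravasation markers were higher in CD4cre than in WT mice on day 7. Here Itgb2 and Icam1 passed in limma. Itgav (adjusted p = 0.0767), Vcam1 (0.0836) and Selp (0.107) did not over all probe sets. All 5 passed when adjusted over the list alone and at an unadjusted p under 0.05 (0.00192, 0.0023 and 0.00391 for Itgav, Vcam1 and Selp). The list holds the markers that the paper reports from the same arrays, so an adjustment over it alone is no independent test. The legend of Fig. 4 gives a P under 0.05 and does not say whether it is adjusted. Itgav passed without CD4cre day 7 replicate 3 (log2 difference 1.53, adjusted p = 0.00775) and Selp without CD4cre day 7 replicate 1 (adjusted p = 0.0133), while Vcam1 passed in none of the settings run. The paper states that the markers rose in both genotypes throughout. In CD4cre mice 7 of 7 passed on day 7 and none on day 2 (1 when adjusted over the list alone), and in WT mice 1 of 7, Vcam1, passed on each day (4 on day 2 and 1 on day 7 when adjusted over the list alone). The amino sugar pathway was not analysed here.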

Other observations

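Wdfy1 and the Hox position score, through which a split of the samples of day 0 is read, were chosen after the data were seen, and the other tests here before. Without DSS, 3 probe sets differed between CD4cre and WT mice, 2 higher and 1 lower (2035 at an unadjusted p under 0.05 in limma). Of these, 2 belong to Wdfy1, with log2 differences of 3.49 (adjusted p = 0.00198) and 3.22 (adjusted p = 0.000335), and the former also passed on day 2 (adjusted p = 0.000458) and day 7 (adjusted p = 0.00127). Of 16 clock genes measured on day 0, none passed alone in limma (2 were higher in CD4cre mice when adjusted over the list alone), with a median of 0.52 (adjusted p = 7.77e-07 from camera, adjusted p = 0.00494 with an estimated correlation). On day 2, 19 probe sets differed between the genotypes and on day 7, 681. Of the 681, 318 were higher and 363 lower in CD4cre mice (340 and 318 with median centring).

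In these samples Foxp3 (at most 2.34 on the log2 scale) and Il10 (at most 2.18) were at background in every sample, Cd4 was between 3.01 and 3.95 and Cd8a between 4.18 and 4.41. On day 7 in CD4cre mice the interferon response list had 9 genes higher of 26 (16 when adjusted over the list alone), with a median of 1.18 (adjusted p = 0.144 with an estimated correlation), and the goblet cell list 5 lower of 16 (6 when adjusted over the list alone; adjusted p = 0.0145 from camera, adjusted p = 0.314 with an estimated correlation). Of 18 measured T cell genes 1 rose and none fell, with a median of 0.0029.

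Other splits of the samples were fitted in the same way, and 10 splits of 6 samples are too few for a share under 0.05. The real split was the only 1 as large for the probe sets only on day 7 in CD4cre mice (2990, highest other 4), the medians of the citrate cycle (0.4533 in size, highest other 0.3324) and the ribosome (0.1771, highest other 0.1728), and the counts in CD4cre mice on day 2 (8, highest other 5), in WT mice on day 2 (202, highest other 4) and between the genotypes on day 2 (19, highest other 4). For the median of apoptosis, 4 of 10 were as large (0.1188, highest other 0.1601). Between the genotypes on day 0, 2 of 10 were as large (3, highest other 226), and the split with 226 follows the Hox position score, which points to a structure of the samples. For the odds ratios of the citrate cycle, apoptosis and the ribosome, and for the probe sets shared on day 2 (1 of 100 splits as large, 2 shared, highest other 0), the splits decide nothing, since the other splits call at most 5 probe sets and leave a value of 0 almost by construction. For the difference of effects on day 2 chance is not excluded, with 24 of 100 permutations as large (1, highest other 28).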
